A study of Mus musculus with 6 samples.

How the data were processed

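RNA was sequenced from FACS-sorted mouse pituitary somatotropes and lactotropes, with 3 biological replicates of each per the labels. Per the labels' protocols, cells of female mice aged 6 to 8 weeks were sorted into Trizol LS and RNA was amplified with the NuGen Ovation V2 kit before Illumina library preparation. Which marker or gate the sort used, and whether a replicate held 1 animal or several, is not given in the sources used here, so p-values measure the spread between these samples. Per the submitters' processing notes, bcl2fastq 2.17.1.14, TopHat and edgeR were used and the genome build was mm9. How reads were counted over transcripts is not given in the sources used here.

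The authors deposited 1 table of FPKM values with 30399 transcript rows and 1 column per library, each matched to its sample by the sample description. FPKM divides by transcript length and by the library's mapped fragments, so a few very abundant transcripts lower all others in that library, and the values are not counts. Count-based tests were therefore not run. Row coordinates count from 1 and include both ends: of 982 olfactory receptor genes, whose coding part is mostly a single exon, 886 spanned a multiple of 3 bases when both ends were included and 48 when not. The values of somatotropes 2 and 3 and lactotrope 3 carried 1 more decimal than the others, which was always 5, as a mean of a pair of values would give, and the other 3 columns had none. What this stands for is not given in the sources used here.

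The 889 rows without a gene symbol were left out. Of these, 868 matched the reference annotation by identifier, and 393 belonged to a gene with no other row. The remaining rows gave 22869 genes, 4026 of them with more than 1 row, and each gene took the row with the highest mean over the 6 libraries. The percentage of rows at 0 was 18.02, 32.25 and 35.24 in somatotropes 1 to 3 and 26.28, 28.1 and 48.17 in lactotropes 1 to 3. In replicate 1, 94.1% of 322 low values of single-exon genes in somatotrope 1 and 88.9% of 36 in lactotrope 1 lay within 0.1 of a whole number of fragments. Too few such values were found in the other libraries to recover a depth. No pair of libraries was a duplicate: at most 2.35% of genes had values within 1% of each other.

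Values were tested as log2(FPKM + 1) for the 11642 genes with a mean of at least 1 FPKM. A fold change on this scale understates the change of low genes. Each gene was tested with limma 3.58.1 in R 4.3.3, with an intensity trend and Benjamini-Hochberg adjustment at 0.05, somatotrope against lactotrope, and differences are given as somatotrope minus lactotrope. The fit reported had no block. Samples with the same replicate number deviated together from their group means, with correlations over genes of 0.763, 0.613 and 0.341 for replicates 1 to 3, so the fit with the replicate number as a block is given beside a result where it changes the call. The pairing comes from the replicate numbers in the titles and this check. Gh and Prl were also tested alone with a two-sided exact permutation test.

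Gene lists were written before the data were examined: 29 lists, of which 28 had at least 3 tested members. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. The lists were somatotrope, lactotrope, corticotrope and melanotrope, gonadotrope, thyrotrope, stem and folliculostellate, macrophage and leukocyte, erythroid, endothelial, and fibroblast and mural markers; pituitary transcription factors, hormone receptors, nuclear receptors, Notch, Wnt, and TGF-beta and BMP genes; immediate early, cyclic AMP, feedback, oestrogen-responsive, granule, exocytosis, chaperone, potassium channel, and calcium and sodium channel genes; and ribosomal, respiratory chain, cholesterol synthesis and cell cycle genes. Members absent under their newer symbol were matched through synonyms. Hbb-bt had no row, and Msmo1 was listed beside its older symbol Sc4mol, which had one. Genes named are Gh and Prl, up to 12 per direction past the threshold with all 3 libraries of one type above the other (none qualified), up to 4 members per list by smallest adjusted p with ties by larger difference, and for lists of other cell types the 2 most abundant members. Genes named outside this rule are said to be chosen after their values were seen, or are members cited for going against their list. Examples of the genes the rule allows are given, and the others are not reported here.

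The code was tested on simulated data made from the 11642 genes: 5 data sets with 200 changed genes each gave 0 false calls without the block and 4 with it, and 10 of 10 changed lists and 0 of 5 unchanged lists were called. The 5 unchanged lists are too few to give a share of false list calls. They do not show how camera treats lists as correlated as the leukocyte markers (estimated correlation 0.94). Alternatives fixed beforehand were other pseudocounts, filters, scalings and variance models, the replicate block, leaving out each library, and other list tests. Others were chosen after the data were seen: the block with another scaling, pseudocount or array weights, replicates 2 and 3 only, a leukocyte covariate, other ways to join transcript rows and leaving out 211 tested small RNA genes. Python 3.11.15 with pandas 2.3.3 read the table and matplotlib 3.10.9 drew the figures. The reference used here is of another mouse build than mm9 and served only for gene names. Hba-a1 and Hba-a2 are nearly identical and their reads cannot be told apart.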

Results

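Transcript levels were measured by RNA sequencing in pituitary cells of female CD1 x C57BL/6 hybrid mice aged 6 to 8 weeks. The cells had been separated by fluorescence-activated cell sorting (FACS) into somatotropes, the pituitary cells that secrete growth hormone, and lactotropes, the pituitary cells that secrete prolactin. Each cell type had 3 libraries, titled biological replicates 1 to 3, and values were given as FPKM (fragments per kilobase of transcript, scaled to the library's mapped fragments). After 1 value per gene was taken, 22869 genes had a symbol and 11642 of these had a mean of at least 1 FPKM over the 6 libraries and were tested. Between 11318 genes (lactotrope 3) and 18592 genes (somatotrope 1) had a value above 0 in a library. The number of fragments behind the values was not given. In replicate 1 the low values of single-exon genes stood on whole fragments, which put the depth, in units of 1e6 fragments, at 29.2 in somatotrope 1 and 17.7 in lactotrope 1, and it is unknown for the other 4 libraries.

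Replicate 1 libraries stood apart from the others. Across tested genes, somatotrope 1 and lactotrope 1 had a Pearson correlation of 0.93, while somatotrope 1 had 0.66 with somatotrope 2 and 0.685 with somatotrope 3, and genes are not independent replicates. Somatotrope 2 with lactotrope 2 had 0.894, above the 0.854 between somatotropes 2 and 3 and the 0.797 between lactotropes 2 and 3, and somatotrope 3 with lactotrope 3 had 0.782, below both. Lactotrope 3 listed 14.94% of the tested genes at 0, against 0.23% to 2.95% in the other libraries, and genes of the ribosome or the respiratory chain were among them, so a 0 is given below as listed and not as absence. Markers of leukocytes were lower in replicate 1 than in the other replicates of either cell type. Haemoglobin transcripts were high in replicate 3 of both cell types, with Hba-a1 at 1910 FPKM in somatotrope 3 and 1571 FPKM in lactotrope 3, against 2.03 to 152 FPKM in the other 4 libraries.

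The first comparison asked how the hormone transcripts that define the sorted cells were distributed over the 6 libraries. Gh, which encodes growth hormone, was higher in the somatotrope libraries at 49224 ± 33151 FPKM (SD, n = 3) than in the lactotrope libraries at 6144 ± 1936 FPKM (SD, n = 3), a ratio of means of 8.01. Prl, which encodes prolactin, was higher in the lactotrope libraries at 123136 ± 87957 FPKM (SD, n = 3) than in the somatotrope libraries at 14551 ± 8644 FPKM (SD, n = 3), a ratio of means of 8.46. All 3 libraries of the named cell type lay above all 3 of the other for both genes. Each hormone was also present in the other cell type's libraries, and Prl was lower than Gh in every somatotrope library and higher than Gh in every lactotrope library.

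The size of the hormone difference varied between replicate pairs. The Gh level in somatotropes was 21.5 times that in lactotropes in replicate 1, 2.83 times in replicate 2 and 5.69 times in replicate 3. The Prl level in lactotropes was 18.7, 2.89 and 6.08 times that in somatotropes in the same order. Gh exceeded Prl 8.11-fold in somatotrope 1, 2.23-fold in somatotrope 2 and 1.77-fold in somatotrope 3. Prl exceeded Gh 49.4-fold in lactotrope 1, 3.67-fold in lactotrope 2 and 19.5-fold in lactotrope 3. Of the FPKM sum over the 1 row used per gene, Prl made up 46.64%, 12.11% and 52.96% in lactotropes 1 to 3. Gh made up 27.45%, 9.95% and 20.06% of this sum in somatotropes 1 to 3. The sum over all transcript rows was larger, in lactotrope 1 at 689041.2 against 418770.1 FPKM, and the 1 row used per gene makes up less of it. Prl has 2 nearly identical rows in that sum, and its share with both counted was not computed.

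In the mm9 coordinates of the table, Gh lies on chromosome 11 from 106161582 to 106163124 on the minus strand, and Prl on chromosome 13 from 27149439 to 27157072 on the plus strand. Prl had 2 nearly identical transcript rows, of which the higher was used. On the log2(FPKM + 1) scale, the difference, somatotrope minus lactotrope, was 2.81 (SE 1.36) for Gh and -2.79 (SE 1.70) for Prl. Neither passed limma's test (adjusted p = 1.00 for both), nor with the replicate number as a block (adjusted p = 0.315 for Gh and 0.347 for Prl), and over the alternatives run the adjusted p ran from 0.163 to 1.00 for Gh and from 0.243 to 1.00 for Prl. A two-sided exact permutation test of each gene alone gave p = 0.1, the smallest that 3 against 3 libraries allow.

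**Figure D1:**
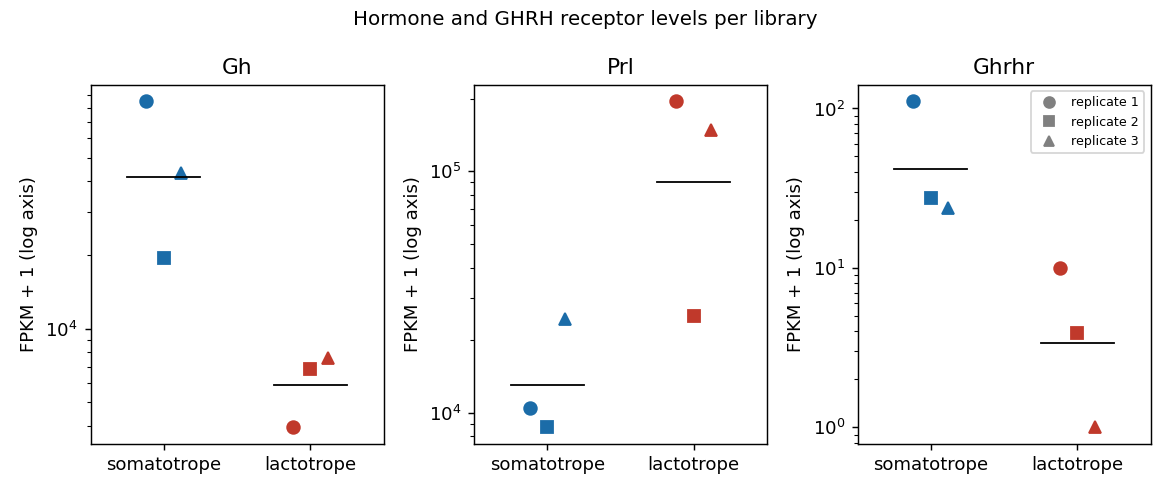
FPKM + 1 on a log axis for Gh, Prl and Ghrhr in each library, by cell type, with 1 symbol shape per replicate number and a black line at the mean of log2(FPKM + 1). Gh and Ghrhr in all 3 somatotrope libraries and Prl in all 3 lactotrope libraries lie above every library of the other cell type, and Ghrhr is listed at 0 in lactotrope 3.

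The second comparison asked which genes differed between the sorted somatotropes and lactotropes. The gene with the smallest p under the replicate block was Ghrhr, the receptor for growth hormone-releasing hormone, at 110, 26.3 and 22.7 FPKM in somatotropes 1 to 3 and at 9.05, 2.88 and a listed 0 FPKM in lactotropes 1 to 3. Its log2 difference was 3.61 (SE 0.87), and it was higher in somatotropes in all 3 pairs. On the lactotrope side, Crhbp, which encodes a binding protein for corticotropin-releasing hormone, had 152 ± 115 FPKM (SD, n = 3) in lactotropes and 9.23 ± 3.71 FPKM in somatotropes, a log2 difference of -3.35 (SE 0.82). Penk, which encodes the enkephalin precursor, had 37.0 ± 40.6 FPKM in somatotropes and 2.61 ± 1.41 FPKM in lactotropes, a log2 difference of 2.80 (SE 0.83). Crhbp and Penk were chosen after their values were seen, and none of these 3 genes passed the test over all genes in the fit without weights on all 6 libraries. With array weights Ghrhr passed (adjusted p = 0.0117), and with array weights and the block Ghrhr (adjusted p = 0.00812) and Crhbp (adjusted p = 0.0495) passed. Without the block these weights were 0.29, 6.24 and 0.49 for lactotropes 1 to 3, so that pass of Ghrhr compares mostly with lactotrope 2. With the block they were 1.43, 1.49 and 0.47 for replicates 1 to 3 of both cell types, so pair 3 counted least.

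No gene of the 11642 passed limma's test at an adjusted p of 0.05, and so none passed with a difference of at least 2-fold. At an unadjusted p under 0.05 there were 112 genes, 59 higher in somatotropes and 53 higher in lactotropes, where 582 are expected by chance if the libraries are independent. The shared deviations of same-numbered libraries go against this. The median residual SD was 0.868 in this fit and 0.394 with the block, so the shortfall does not mean fewer differences than chance. With the replicate block limma again called 0 genes, with 1271 at an unadjusted p under 0.05 (835 higher in somatotropes and 436 higher in lactotropes) and a smallest adjusted p of 0.107, that of Ghrhr. In simulated data of this size, the fit without the block recovered 0% of genes changed 4-fold and 15.6% of those changed 16-fold, and the fit with the block 11.6% and 52.8%. Array weights, which down-weight variable libraries, gave 9 called genes in limma without the block, 2 of them higher in somatotropes. With the block they gave 43, 4 of them higher in somatotropes, a setting chosen after the data were seen. Replicate 3 counted least there, with a weight of 0.47 against 1.43 and 1.49 for replicates 1 and 2. Without the block the weights were 0.29, 6.24 and 0.49 for lactotropes 1 to 3. The lactotrope side of those 9 calls therefore rested mostly on lactotrope 2. Leaving out somatotrope 1 gave 3 called genes, which were Cd209a, Aldoc and Crhbp, with log2 differences of 4.38, 3.35 and -3.19.

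Counting differences of any size, more genes than chance gives lay one way in all 3 pairs, but only toward somatotropes. In all 3 pairs, 2668 genes were higher in somatotropes and 1303 in lactotropes. Together these were 34.1% of tested genes where chance gives 25%, and genes are not independent. The lactotrope count lay below an equal share of that 25%. Among genes at least 2-fold apart in all 3 pairs the order turned, with 46 higher in somatotropes and 79 in lactotropes. The median differences over all genes were 0.003, 0.118 and 0.363 in pairs 1 to 3. The 25% holds only for differences centred on 0, so this count cannot tell a shared direction from a shift of all genes. Complete separation of the 3 libraries of one cell type from the 3 of the other was found for 3.7% of genes, with 292 higher in somatotropes and 134 higher in lactotropes. Chance gives 10% if the 6 libraries are exchangeable, which the shared deviations of same-numbered libraries go against. The median log2 difference over all genes was 0.18 as deposited, 0.05 after median-ratio scaling and 0.02 after quantile normalization.

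Among genes outside the fixed lists, the following were chosen after their values were seen, as examples from those with large separated differences of one sign in all 3 pairs. Higher in lactotropes were the microglia and macrophage genes Fcrls, P2ry12 and C3ar1. P2ry12 had 13.8 ± 5.81 FPKM in lactotropes and 1.70 ± 0.214 FPKM in somatotropes (SD, n = 3), a log2 difference of -2.37 (SE 0.67). Cited2, a transcriptional co-regulator, had 18.6 ± 12.8 FPKM in lactotropes and 3.16 ± 1.46 FPKM in somatotropes, a log2 difference of -2.04 (SE 0.71). Angptl7, which encodes a secreted angiopoietin-like protein, had 13.0, 8.61 and 2.83 FPKM in lactotropes 1 to 3 and 1.29, 0.614 and a listed 0 FPKM in somatotropes 1 to 3. Higher in somatotropes were Gnmt, which encodes glycine N-methyltransferase, with 12.3 ± 10.9 against 2.14 ± 1.26 FPKM and a log2 difference of 1.86 (SE 0.76) that was 1.23 without somatotrope 1, and Cd209a, a dendritic cell gene, which was listed at 0 in all 3 lactotropes and had 0.760, 21.8 and 18.1 FPKM in somatotropes 1 to 3. None of these genes passed the test in the fit without weights on all 6 libraries. With array weights Cd209a (adjusted p = 0.00341), Fcrls (adjusted p = 0.00839), P2ry12 (adjusted p = 0.0117), Angptl7 (adjusted p = 0.0307) and C3ar1 (adjusted p = 0.0454) passed. The last 4 also passed with the block and array weights. Replicate 3 had the smallest weight in that fit, 0.47 against 1.43 and 1.49 for replicates 1 and 2. Without the block, lactotrope 2 had a weight of 6.24 against 0.29 and 0.49 for lactotropes 1 and 3. Those 5 passes therefore compare mostly with lactotrope 2.

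The third comparison asked whether groups of genes fixed in advance differed between the cell types as groups. Somatotrope and lactotrope markers, each toward their own cell type, and 5 further lists of the 28 tested passed camera, a limma test that compares a list with all other genes, at its preset correlation between genes of 0.01. No list passed with an estimated correlation (adjusted p = 0.775 or larger), and none passed fry, which asks whether a list's genes move one way on balance (adjusted p = 0.883 or larger). By camera at the preset correlation, markers of pituitary stem and folliculostellate cells and genes of the Wnt pathway were higher in somatotropes, with medians of 1.5 and 0.76 on the log2 scale. Markers of macrophages and other leukocytes, immediate early genes and cytosolic ribosomal protein genes were lower in somatotropes than in lactotropes, with medians of -1.35, -0.93 and -0.13. The count of lists was 13 without somatotrope 1 and 13 without lactotrope 3. With 1 library left out, the medians of all 28 lists and the differences of 102 of 129 named genes moved by over 1.5 times, and 15 of these lists and 22 of these genes turned sign. Under median-ratio scaling and quantile normalization the medians of the 7 lists kept their sign. Adjusted over each list alone, there were 2 passes without the block, both of them Ghrhr in 2 lists, and 44 with it, where a gene counts once in each list that holds it.

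The somatotrope marker list held 7 tested genes, of which Gh and Ghrhr had the largest differences. Rbp4, which encodes a retinol-binding protein, had 21.1 ± 14.7 FPKM in somatotropes and 10.8 ± 11.7 FPKM in lactotropes (SD, n = 3). Of the 7 members, 3 were higher in somatotropes in all 3 pairs and 1, Neurod4, was higher in lactotropes in all 3 pairs. The list's median log2 difference was 1.16 (camera adjusted p = 0.00251, adjusted p = 0.908 with an estimated correlation), and by pair it was 2.166, 0.93 and 0.16. Over all genes 0 members passed, and adjusted over the list alone 1 passed without the block and 3 with it. The call was lost without somatotrope 1 (median 0.22, adjusted p = 0.244), without lactotrope 2 (median 1.04, adjusted p = 0.0512), with replicates 2 and 3 only (median 0.47, adjusted p = 0.454), with a pseudocount of 0.1 (adjusted p = 0.0645), with no filter on low values (adjusted p = 0.125) and with the leukocyte marker mean as a covariate (adjusted p = 0.167). With Gh and Prl left out it was kept without the block (adjusted p = 0.0479) and lost with it (adjusted p = 0.129). It was kept in 19 of 30 alternatives with a range of 8.92e-05 to 0.908, and the median was 1.80 without somatotrope 3.

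The lactotrope marker list held 9 tested genes and had a median log2 difference of -0.52 (camera adjusted p = 8.1e-05, adjusted p = 0.775 with an estimated correlation). Drd2, the dopamine receptor through which dopamine inhibits prolactin release, had 5.89 ± 5.19 FPKM in lactotropes and 1.12 ± 0.569 FPKM in somatotropes (SD, n = 3). Akr1c14, an aldo-keto reductase of steroid metabolism, had 42.8 ± 48.5 FPKM in lactotropes and 13.8 ± 13.5 FPKM in somatotropes, and Angpt1, which encodes an angiopoietin, had 12 ± 13.7 and 3.55 ± 2.10 FPKM. The log2 difference of Akr1c14 was -0.39 without somatotrope 2, and that of Angpt1 -0.24 without lactotrope 1. Of the 9 members, 5 were higher in lactotropes in all 3 pairs and 0 were higher in somatotropes in all 3. Adjusted over the list alone, 0 passed without the block and 1 with it. The median by pair was -1.75, -0.62 and -0.50, and the call was lost without lactotrope 1 (median -0.24, adjusted p = 0.157), with array weights (adjusted p = 0.126) and with replicates 2 and 3 only (median -0.60, adjusted p = 0.113), with a range of 1.6e-06 to 0.883 over 30 alternatives. The median was -1.32 without somatotrope 1, -1.25 without lactotrope 2 and -1.17 without lactotrope 3.

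Markers of pituitary stem and folliculostellate cells, which are among the non-endocrine cells of the gland, were higher in somatotropes. Of 11 tested members, 9 were higher in somatotropes in all 3 pairs and 0 were higher in lactotropes in all 3. Mia1, a secreted protein gene, had 801 ± 653 FPKM in somatotropes and 214 ± 209 FPKM in lactotropes (SD, n = 3). Aldh1a2, a retinoic acid-synthesizing enzyme, had 49.2 ± 22.1 and 19.9 ± 16.4 FPKM, and Cyp2f2, a cytochrome P450, had 133 ± 52.9 and 67.1 ± 58.2 FPKM. Aldh1a1, a relative of Aldh1a2, had 13.0, 57.5 and 24.7 FPKM in somatotropes 1 to 3 and 4.80, 15.9 and a listed 0 FPKM in lactotropes 1 to 3. The list's adjusted p was 1.42e-09 (0.775 with an estimated correlation), its median by pair was 0.67, 1.10 and 2.77, and it was 0.83 without lactotrope 3. Over all genes 0 members passed, and adjusted over the list alone 0 passed without the block and 8 with it.

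The Wnt pathway list had 16 tested members, of which 7 were higher in somatotropes in all 3 pairs and 0 in lactotropes. Wnt10a, a Wnt ligand, had 11.2, 1.63 and 1.46 FPKM in somatotropes 1 to 3 and 1.5, 0.538 and a listed 0 FPKM in lactotropes 1 to 3. The receptor Fzd4 had 3.95, 22.9 and 2.23 FPKM against 2.42, 5.59 and a listed 0 FPKM, and the secreted antagonist Dkk3 had 10.8 ± 7.45 FPKM in somatotropes and 4.43 ± 3.77 FPKM in lactotropes (SD, n = 3). Dkk3 was lower in somatotropes in pair 1, and its log2 difference of 1.29 was 0.46 without lactotrope 3. That of Fzd4 was 0.50 without somatotrope 2 and that of Wnt10a 0.70 without somatotrope 1. The list's adjusted p was 0.00143 (0.908 with an estimated correlation). Its median by pair was 0.32, 0.81 and 1.30, and it was 0.23 without lactotrope 3. The call was lost without somatotrope 2 (adjusted p = 0.174), without lactotrope 1 (adjusted p = 0.105), with array weights (adjusted p = 0.11) and with a minimum mean of 5 FPKM (adjusted p = 0.0667), within a range of 7.35e-05 to 0.908 over 30 alternatives. Adjusted over the list alone 0 members passed with or without the block.

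Markers of macrophages and other leukocytes were higher in lactotropes than in somatotropes for all 15 members in all 3 pairs. C1qa, a complement component made by macrophages, had 230 ± 197 FPKM in lactotropes and 58.5 ± 45.1 FPKM in somatotropes (SD, n = 3). Csf1r, the macrophage growth factor receptor, had 75.3 ± 69.3 and 20.2 ± 14.6 FPKM, and Laptm5, a lysosomal protein of blood cells, had 93.0 ± 73.9 and 31.9 ± 26.8 FPKM. Without somatotrope 1 the log2 differences of C1qa, Csf1r and Laptm5 were -0.74, -0.95 and -0.59. The most abundant members were the antigen presentation genes Cd74, with 4440 ± 4680 FPKM in lactotropes and 2460 ± 2340 FPKM in somatotropes, and H2-Ab1, with 1660 ± 1730 and 1240 ± 1280 FPKM. Cd74 contains a microRNA gene, so its reads can be shared. The list's mean log2(FPKM + 1) was 3.5, 7.22 and 6.59 in somatotropes 1 to 3 and 5.15, 8.67 and 7.49 in lactotropes 1 to 3. Its adjusted p was 2.4e-13 (0.775 with an estimated correlation), its median by pair was -1.65, -1.36 and -1.07, and the call was lost without somatotrope 1 (median -0.22, adjusted p = 0.415, range over 30 alternatives 4.42e-33 to 0.883), which left lactotrope 1 without its pair. The median was -2.29 without lactotrope 1, -2.14 without somatotrope 2 and -0.63 without lactotrope 2. Over all genes 0 members passed, and adjusted over the list alone 0 passed without the block and 12 with it. With the block and array weights, 6 members passed over all genes, among them C1qa (adjusted p = 0.0261), Csf1r (adjusted p = 0.0342) and Laptm5 (adjusted p = 0.0422). C1qa, Csf1r and Laptm5 differed least in pair 3, which had the smallest weight in that fit (0.47, against 1.43 and 1.49).

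Immediate early genes, which are induced within minutes of a stimulus, were higher in lactotropes, as were the leukocyte markers. Of 29 tested members, 19 were higher in lactotropes in all 3 pairs and 0 in somatotropes. Fos, a transcription factor of this class, had 252 ± 255 FPKM in lactotropes and 101 ± 152 FPKM in somatotropes (SD, n = 3), a log2 difference of -2.06 (SE 1.15) that was -1.03 without somatotrope 1 and -3.52 without somatotrope 3. Dusp1, a phosphatase of MAP kinases, had 265 ± 202 and 94.6 ± 119 FPKM, and Zfp36, an RNA-binding protein that speeds mRNA decay, had 108 ± 84.6 and 35.2 ± 46.2 FPKM. The list's adjusted p was 3.9e-15 (0.775 with an estimated correlation), and its median by pair was -0.98, -1.41 and -0.41. The median ran from -1.45 without somatotrope 3 to -0.55 without lactotrope 3. With the leukocyte marker mean as a covariate, a setting chosen after the data were seen, the median was -0.71 and the call was lost (adjusted p = 0.0587, range over 30 alternatives 7.23e-46 to 0.883). Over all genes 0 members passed, and adjusted over the list alone 0 passed without the block and 10 with it. With the block and array weights, Dusp1 (adjusted p = 0.0261) and Fos (adjusted p = 0.0411) passed over all genes. Both differed least in pair 3, which had the smallest weight in that fit (0.47, against 1.43 and 1.49).

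Cytosolic ribosomal protein genes had a small median difference of -0.13 over 83 members (adjusted p = 0.00251, adjusted p = 0.908 with an estimated correlation). By pair it was 0.08, -0.35 and -0.11, so replicate 1 went the other way, and 13 members were higher in lactotropes in all 3 pairs and 7 in somatotropes. Rpl10a had 7.26 ± 3.01 FPKM in lactotropes and 3.14 ± 2.54 FPKM in somatotropes (SD, n = 3). The call was lost without lactotrope 1 (median 0.48, adjusted p = 0.937), without lactotrope 3 (median -0.25, adjusted p = 0.332) and with array weights (median 0.10, adjusted p = 0.921), within a range of 5.71e-21 to 0.972 over 30 alternatives. Without somatotrope 2 the direction turned and camera called the list higher in somatotropes (median 0.43, adjusted p = 0.0459). The median was -0.81 without somatotrope 1, -0.58 without lactotrope 2 and -0.02 without somatotrope 3, and with array weights or without lactotrope 1 the median lay above 0 while camera read the list as lower than other genes. The ribosomal median was -0.31 under median-ratio scaling, -0.25 under quantile normalization and -0.98 with the leukocyte covariate. Adjusted over the list alone 0 members passed with or without the block.

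**Figure D2:**
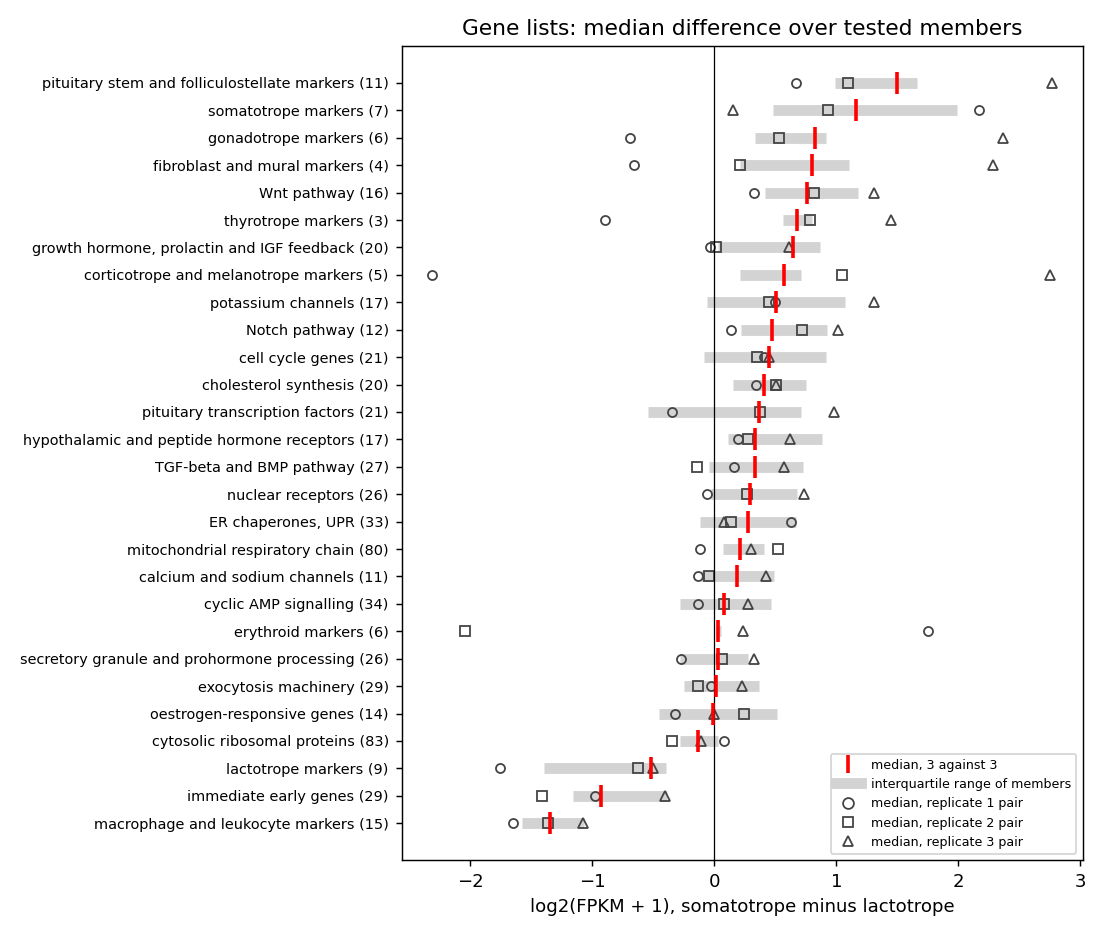
Median log2(FPKM + 1) difference, somatotrope minus lactotrope, over the tested members of each list (their number in parentheses). Red ticks give the median of 3 against 3 libraries, grey bars the interquartile range of members and open symbols the median within each replicate pair, and the leukocyte list lies below 0 and the stem and folliculostellate list above 0 in all 3 pairs.

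The remaining 21 tested lists did not pass camera. Potassium channels had a median of 0.51 (adjusted p = 0.0564) and passed with the replicate block (adjusted p = 0.043, range over 30 alternatives 0.00369 to 0.908). With the block this call was lost in the other list tests (adjusted p = 0.88 with an estimated correlation and 0.487 with fry). The list also passed under 10 other alternatives, among them median-ratio scaling (median 0.47), quantile normalization (median 0.40), leaving out somatotrope 2 (median 0.80) and leaving out lactotrope 3 (median 0.26). In this list Kcnk1, a leak channel, had 40.3 ± 24.7 FPKM in somatotropes and 11 ± 8.21 FPKM in lactotropes (SD, n = 3). Kcnmb4, a subunit of calcium-activated channels, had 10.2 ± 11.6 and 1.67 ± 1.86 FPKM. Adjusted over the list alone, 0 of its 17 members passed without the block and 5 with it. Hypothalamic and peptide hormone receptors had a median of 0.33 (adjusted p = 0.236), with 1 of 17 members, Ghrhr, passing when adjusted over the list alone, and the median was -0.11 without somatotrope 1. Pituitary transcription factors had a median of 0.37 (adjusted p = 0.957), which was 0 without lactotrope 3 and 0.14 without somatotrope 2. Among them Isl1, a LIM homeodomain factor, had 3.22, 8.49 and 5.95 FPKM in somatotropes 1 to 3 and 1.12, 2.30 and a listed 0 FPKM in lactotropes 1 to 3. Adjusted over that list alone 0 members passed without the block and 2 with it.

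Lists of secretion and its machinery did not pass. Secretory granule and prohormone processing genes had a median of 0.03 (adjusted p = 0.376). In this list Chgb, a granin of secretory granules, had 755 ± 593 FPKM in lactotropes and 202 ± 118 FPKM in somatotropes (SD, n = 3), and was 1 of 26 members to pass with the block when adjusted over the list alone, and passed over all genes with the block and array weights (adjusted p = 0.0422). Chgb differed least in pair 3, which had the smallest weight in that fit (0.47, against 1.43 and 1.49). Exocytosis machinery had a median of 0.02 (adjusted p = 0.367). Endoplasmic reticulum chaperones and the unfolded protein response had a median of 0.28 (adjusted p = 0.68), with Creb3l1, a membrane-bound transcription factor, at 19.7 ± 15.6 FPKM in lactotropes and 3.99 ± 2.00 FPKM in somatotropes. Cyclic AMP signalling had a median of 0.08 (adjusted p = 0.755), and voltage-gated calcium and sodium channels 0.19 (adjusted p = 0.957). Camera called secretory granule genes lower in somatotropes without somatotrope 1 (median -0.40) and without lactotrope 2 (median -0.32), and exocytosis genes without somatotrope 1 (median -0.50). The chaperone list was called lower without somatotrope 1 (median -0.43) and higher without somatotrope 2 (median 0.52). With the leukocyte covariate camera called the granule (median -0.68), exocytosis (median -0.63) and chaperone lists (median -0.44) lower.

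Feedback and metabolic lists did not pass either. Growth hormone, prolactin and IGF feedback genes had a median of 0.65 (adjusted p = 0.376), with Socs2, an inhibitor of cytokine receptor signalling, at 17.2 ± 4.66 FPKM in somatotropes and 8.12 ± 4.02 FPKM in lactotropes (SD, n = 3). Of its 20 tested members, 8 were higher in somatotropes in all 3 pairs and 3 in lactotropes. Among the latter were Socs3 and Irs2, with log2 differences of -1.39 and -1.16. Nuclear receptors had a median of 0.29 (adjusted p = 0.53), oestrogen-responsive genes -0.01 (adjusted p = 0.499), the Notch pathway 0.48 (adjusted p = 0.0668) and the TGF-beta and BMP pathway 0.33 (adjusted p = 0.394). Without lactotrope 3 the median was -0.03 for feedback genes and -0.07 for nuclear receptors, and without somatotrope 1 it was -0.12 for the TGF-beta and BMP pathway. Cholesterol synthesis had a median of 0.41 (adjusted p = 0.122), cell cycle genes 0.45 (adjusted p = 0.0953) and the mitochondrial respiratory chain 0.21 (adjusted p = 0.236). The Notch list was called higher in somatotropes without somatotrope 1 (median 0.60), lactotrope 2 (median 0.47) or lactotrope 3 (median 0.16). Without lactotrope 3, cell cycle genes (median 0.27), cholesterol synthesis (median 0.19) and the respiratory chain (median 0.17) were called higher in somatotropes as well. The respiratory chain was called higher with array weights (median 0.55, adjusted p = 2.92e-08, range 2.92e-08 to 0.977) and with replicates 2 and 3 only (median 0.36). The array weights were 0.29, 6.24 and 0.49 for lactotropes 1 to 3, and without lactotrope 2 this median was -0.04. Cell cycle genes and cholesterol synthesis were called higher with the block and array weights (medians 0.37 and 0.39), and Notch and cell cycle genes with the leukocyte covariate (medians 0.46 and 0.33). In the fit with the block, replicate 3 had the smallest array weight, 0.47 against 1.43 and 1.49 for replicates 1 and 2. Sqle, an enzyme of cholesterol synthesis, had 25.2 ± 13.6 FPKM in somatotropes and 9.91 ± 4.31 FPKM in lactotropes. Camera read the secretory granule, exocytosis, cyclic AMP, calcium and sodium channel and erythroid lists as lower in somatotropes than other genes although their medians lay above 0, where the median of all genes was 0.18, and the oestrogen-responsive list had a mean of 0.02 beside its median of -0.01.

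Markers of the other pituitary and blood cell types did not pass and varied between replicates. Corticotrope and melanotrope markers had a median of 0.57 (adjusted p = 0.236), and Pomc, the precursor of corticotropin, had 93.6, 1209 and 5758 FPKM in somatotropes 1 to 3 and 853, 553 and 425 FPKM in lactotropes 1 to 3. Gonadotrope markers had a median of 0.83 (adjusted p = 0.274), with Lhb, a luteinizing hormone subunit, at 29.4 ± 41.9 FPKM in somatotropes and 8.20 ± 6.74 FPKM in lactotropes (SD, n = 3). Thyrotrope markers had a median of 0.68 (adjusted p = 0.322), with Tshb, a thyrotropin subunit, at 36.0 ± 21.8 and 36.1 ± 41.6 FPKM. The thyrotrope median was 0.15 without somatotrope 3, 0.17 without somatotrope 1, 1.51 without lactotrope 1 and -0.34 with the leukocyte covariate. Fibroblast and mural markers had a median of 0.80 (adjusted p = 0.499), with Dcn, a matrix proteoglycan, at 23.1 ± 22.0 and 5.91 ± 4.52 FPKM. This median was 0.10 without somatotrope 3 and 0.32 without lactotrope 3, and the log2 difference of Dcn, 1.16 with all libraries, was 0.22 without somatotrope 3. Lhb, Tshb and Dcn were lower in somatotropes in pair 1. Erythroid markers had a median of 0.03 (adjusted p = 0.827) and were called in either direction with 1 library left out, with medians of 1.34 without somatotrope 1, 1.97 without lactotrope 3, -2.02 without somatotrope 3 and -2.05 without lactotrope 1. Without somatotrope 1, camera called corticotrope and melanotrope (median 1.28), gonadotrope (median 1.20) and fibroblast and mural markers (median 1.05) higher in somatotropes. Gonadotrope markers were also called higher without somatotrope 2 (median 1.07) and without lactotrope 3 (median 0.70), and thyrotrope markers without somatotrope 2 (median 1.30). With array weights corticotrope and melanotrope (median 1.57), gonadotrope (median 1.24) and thyrotrope markers (median 1.44) were called higher, but not with the block and array weights (medians -0.07, 0.41 and 0.47). Without the block the weights were 0.29, 6.24 and 0.49 for lactotropes 1 to 3, so those calls compare mostly with lactotrope 2. In the fit with the block, replicate 3 had the smallest weight, 0.47 against 1.43 and 1.49 for replicates 1 and 2. Corticotrope and melanotrope markers were called higher with replicates 2 and 3 only (median 1.90), and their median was -0.37 without somatotrope 3, where that of gonadotrope markers was -0.18. With replicates 2 and 3 only and the block, gonadotrope (median 1.41) and thyrotrope markers (median 1.12) were called higher and erythroid markers lower (median -0.90), and with the leukocyte covariate erythroid markers were called higher (median 1.43). The 11 endothelial markers all had a mean below 1 FPKM, the highest being Plvap at 0.82 FPKM, and were not tested.

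**Figure D3:**
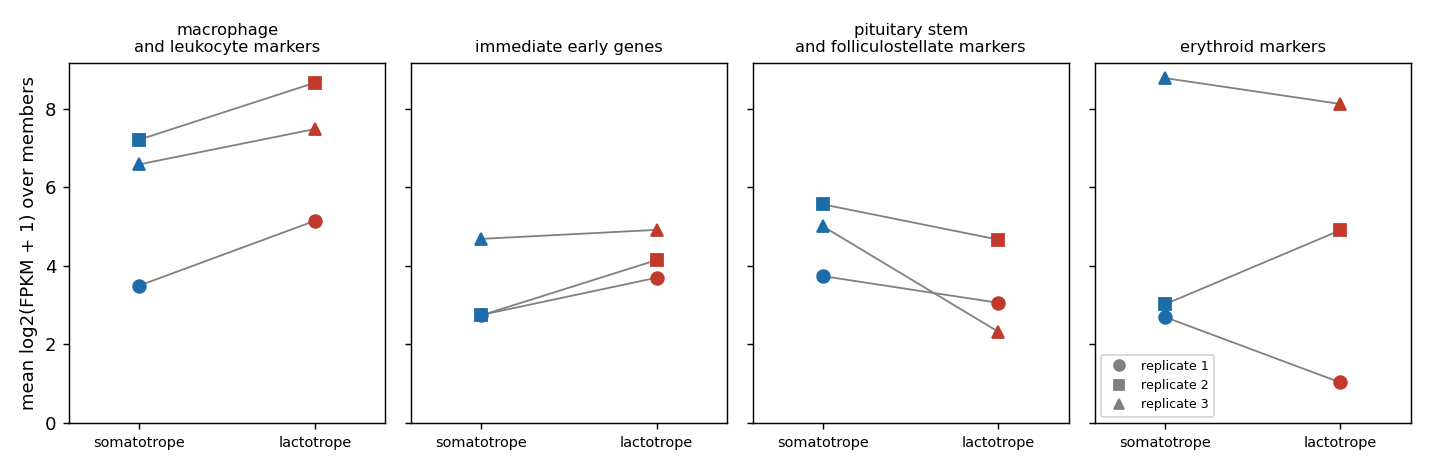
Mean log2(FPKM + 1) over the tested members of 4 lists in each library, with a grey line joining the libraries of 1 replicate number. Leukocyte markers are higher in the lactotrope library and stem and folliculostellate markers in the somatotrope library of every pair, and erythroid markers are highest in replicate 3 of both cell types.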

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

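The replicate block with another scaling, pseudocount or array weights, replicates 2 and 3 only, the leukocyte covariate, other ways to join transcript rows and leaving out small RNA genes were chosen after the data were seen, and the other alternatives were fixed in advance. The replicate block called 0 genes, 0 genes at 2-fold and 8 lists. It added potassium channels and changed no other call of the fit reported. Set beside the same alternative without it, the block ended the somatotrope marker call with Gh and Prl left out (adjusted p = 0.129, against 0.0479). With replicates 2 and 3 only it added erythroid, gonadotrope and thyrotrope markers. With array weights it added the Wnt, ribosomal, lactotrope, cell cycle, cholesterol and potassium channel lists and ended the corticotrope, gonadotrope, thyrotrope and respiratory chain calls. Over the named genes, 728 of the values with 1 library left out and 2569 of the other values kept their direction and their side of the threshold. With Gh and Prl left out, these 2 genes have no value. The depth is known for replicate 1 only, so what depth limits was not computed.

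Array weights gave 9 genes, 9 of them at 2-fold, and with the replicate block 43 genes, 43 of them at 2-fold. In the fit with the block, replicate 3 had a weight of 0.47 against 1.43 and 1.49 for replicates 1 and 2. Without the block, lactotrope 2 had a weight of 6.24 against 0.29 and 0.49 for lactotropes 1 and 3. The lactotrope side of that fit was therefore mostly lactotrope 2. Camera with an estimated correlation gave 0 lists and fry 0 lists. Leaving out 1 library gave 0 to 3 genes, 0 to 3 genes at 2-fold and 5 to 13 lists, and lists whose call changed are named where they are described. The cause was not tested.

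Directions that turned are given as log2 differences, and the cause was not tested. Beta-s was at 0.03 with a pseudocount of 0.1, with or without the replicate block. Hba-a1 and Hba-a2 were both at -0.16 with a pseudocount of 5, at -0.22 with median-ratio scaling, at -0.14 with quantile normalization and at -0.02 with Gh and Prl left out, the last 3 with or without the replicate block. With array weights Mfng was at -0.05, Rpl36 at 0.02, Hba-a1 and Hba-a2 at -0.10, Cox6a2 at -0.32, Cited1 at 0.31 and Igfbp4 at -0.40. With array weights and the replicate block Tbx19 was at -0.07, Pomc at -0.33, Pcsk2 at -0.03, Hba-a1 and Hba-a2 at -0.04 and Ogn at -0.03. With replicates 2 and 3 only, with or without the replicate block, Hba-a1 and Hba-a2 were at -0.77 and Cox6a2 at -0.31. With the leukocyte covariate Beta-s was at 1.70, Cd74 at 0.60, H2-Ab1 at 1.15, Dio2 at -0.34, Tshb at -0.39 and the median of the leukocyte list, from which the covariate was made, at -0.05.

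With 1 library left out, these differences ran through 0. Tbx19 ran from -0.06 to 1.95, Pomc from -0.79 to 2.2, Pcsk2 from -0.37 to 0.50, Alas2 from -0.54 to 1.66, Beta-s from -2.45 to 2.04, and Hba-a1 and Hba-a2 from -2.39 to 2.12. Rpl32 ran from -1.59 to 0.40, Rpl36 from -1.29 to 0.18, Rpl17 from -1.35 to 0.30, and the median of the ribosomal list from -0.81 to 0.48. Col1a2 ran from -1.34 to 0.10, Ogn from -0.01 to 1.16, Lhb from -0.50 to 1.82, Cd74 from -2.01 to 0.36 and H2-Ab1 from -1.97 to 0.92. Cox6a2 ran from -0.25 to 1.09, Igfbp4 from -0.09 to 1.80, Pappa2 from -0.32 to 1.94, Dio2 from -0.22 to 1.51, Tshb from -0.39 to 1.4, Cacna2d1 from -1.57 to 0.14 and Scn3a from -1.34 to 0.32.

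Medians of lists that did not pass also ran through 0 with 1 library left out. They ran from -0.12 to 0.68 for TGF-beta and BMP genes, from -0.03 to 0.79 for feedback genes, from -0.11 to 0.83 for hormone receptors, from -0.07 to 0.78 for nuclear receptors, from -0.48 to 0.79 for oestrogen-responsive genes and from -0.04 to 0.48 for the respiratory chain. They ran from -0.35 to 0.66 for cyclic AMP genes, from -0.43 to 0.80 for chaperones, from -0.50 to 0.57 for exocytosis, from -0.40 to 0.64 for granule genes and from -0.41 to 0.80 for calcium and sodium channels. Corticotrope markers ran from -0.37 to 1.28, gonadotrope markers from -0.18 to 1.20 and erythroid markers from -2.05 to 1.97. The other medians kept their sign or came to 0, the last for pituitary transcription factors, which ran from 0 to 0.45. Notch genes ran from 0.16 to 0.79, cell cycle genes from 0.22 to 0.76, cholesterol synthesis from 0.14 to 0.68, potassium channels from 0.26 to 0.97, thyrotrope markers from 0.15 to 1.51 and fibroblast and mural markers from 0.10 to 1.05. Under median-ratio scaling and quantile normalization the medians turned for cyclic AMP genes (-0.09 and -0.10), exocytosis (-0.14 and -0.16), granule genes (-0.16 and -0.13) and erythroid markers (-0.29 and -0.17). With Gh and Prl left out they turned for exocytosis (-0.03), granule genes (-0.01) and erythroid markers (-0.06). With the leukocyte covariate they turned for TGF-beta and BMP genes (-0.11), cyclic AMP genes (-0.50), chaperones (-0.44), exocytosis (-0.63), granule genes (-0.68), hormone receptors (-0.16), nuclear receptors (-0.01), thyrotrope markers (-0.34) and calcium and sodium channels (-0.60). With array weights they turned for the ribosomal list (0.10), erythroid markers (-0.08) and oestrogen-responsive genes (0.21), and with array weights and the block for corticotrope markers (-0.07), exocytosis (-0.02) and erythroid markers (-0.05). With replicates 2 and 3 only they turned for erythroid markers (-0.90) and oestrogen-responsive genes (0.22). Erythroid markers were at -0.12 with a pseudocount of 5, granule genes at -0.04 with a minimum mean of 5 FPKM, cyclic AMP genes at -0.01 with the mean of transcript rows and calcium and sodium channels at -0.10 with their sum. The cause was not tested.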

Other observations

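Several regulators and granule genes not described above lay one way in all 3 pairs, and none passed limma's test. Hey1, a transcriptional target of Notch, had 12.5 ± 5.78 FPKM in somatotropes and 5.35 ± 3.75 FPKM in lactotropes (SD, n = 3), and Id4, an inhibitor of helix-loop-helix factors, had 21.8 ± 17.6 and 5.71 ± 4.61 FPKM. Its relative Id2 lay the other way, with 25.9 ± 16.8 FPKM in somatotropes and 45.8 ± 24.7 FPKM in lactotropes. Ednrb, an endothelin receptor, had 17.6 ± 10.6 and 7.35 ± 8.33 FPKM, and the granule transport genes Sytl4 and Rph3al had 43.4 ± 57.5 against 12.3 ± 11.4 FPKM and 13.4 ± 5.79 against 6.16 ± 3.97 FPKM. The log2 difference of Sytl4, 1.18, was 0.08 without somatotrope 1. Without lactotrope 3 it was 0.68 for Hey1 (1.17 with all libraries), 0.71 for Ednrb (1.62) and -0.43 for Id2 (-0.82), and for Id4 it was 1.03 without somatotrope 2 (1.65). These genes were chosen after their values were seen.

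The tests of leukocyte markers, of immediate early genes and of leukocyte dilution by erythroid genes were chosen only after the results were seen, and those of isoform counting, leukocyte dilution by ribosomal protein genes and other splits of the libraries before. All 10 of the 10 splits of the 6 libraries into 3 and 3 gave as many called genes as the real one (0, highest other 0), and all 10 as many at 2-fold. A real count of 0 makes this certain, so the gene counts test nothing. Of the 10 splits, 9 gave as many called lists as the real 7, with 14 as the highest other. The other splits gave 5 to 14 lists, so the count of lists called by camera does not set the real split apart. With 10 splits a share under 0.05 could not be reached in any case. Among the 4 splits that part all 3 pairs, the real one had 1271 genes at an unadjusted p under 0.05 with the replicate block and the others 141, 187 and 368, while their called lists with the block were 8 in the real split and 5, 9 and 12 in the others. Splits that put both replicate 1 libraries together gave 1578 to 2801 genes at an unadjusted p under 0.05 without the block, which points to a structure of the samples.

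Leukocyte markers were higher in lactotrope than somatotrope libraries in all 3 pairs, which scaling of libraries rich in Prl does not account for, as the median was -1.48 after median-ratio scaling. In a second list of macrophage genes 92.3% of 13 tested members were lower in somatotropes in all 3 pairs, against 33.3% of 3 dendritic and 0% of 3 lymphocyte genes. Macrophage-lineage cells carried over into the lactotrope sort are a candidate explanation that this does not test, since any cause that moves macrophage genes together gives the same. C1qa reached 421 FPKM and Cd74 9644 FPKM in lactotrope 2, and the sort gate is not in the labels. Against lactotrope 1, the markers had a median log2 ratio of 3.55 (lower quartile 3.3) in lactotrope 2 and 2.41 (2.24) in lactotrope 3. The log2 ratio of Prl was -2.96 and -0.39 in the same order. For these 15 genes this argues against a fixed level set by lactotropes alone. For the difference within pairs, with a median of -1.65 in pair 1, carried-over cells and the cell type cannot be told apart, as both change with the sort.

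Immediate early genes were also higher in lactotrope libraries. Scaling does not account for this, with a median of -1.04 after median-ratio scaling. The list was higher in replicate 3 than in replicate 2 by a median of at least 0.93 in both cell types while leukocyte markers were lower there, with medians of -0.81 in somatotropes and -1.19 in lactotropes, which does not decide the difference within pairs. Leukocytes, a difference between the cell types and handling of the cells before lysis stay open, the last with a median of -0.98 in pair 1 and handling times not in the labels.

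Replicate 1 libraries stood apart from replicates 2 and 3 in both cell types. Reads counted differently over isoforms do not account for this, as the mean correlation of replicate 1 with the others was 0.684 among genes with 1 transcript row, against 0.826 between replicates 2 and 3. Of dilution by leukocytes alone, the test chosen before did not decide over both cell types. The medians and quartiles that follow are log2 differences within a cell type, replicate 1 minus replicates 2 and 3. The median of ribosomal protein genes lay above that of all genes by 1.4 in somatotropes and 0.75 in lactotropes. In somatotropes the quartiles of members, 1.65 and 2.69, lay above those of all genes, 0.1 and 1.56. In lactotropes the ranges overlapped, with 1.38 and 2.38 for members and 0.48 and 1.77 for all genes. The test chosen after goes against leukocyte dilution as the whole cause in lactotropes. Erythroid markers were lower in replicate 1, with medians of -3.05 in somatotropes and -6.12 in lactotropes. The median of all genes was higher in both cell types (0.85 in somatotropes). The mean log2(FPKM + 1) of erythroid markers was 2.7, 3.02 and 8.79 in somatotropes 1 to 3. It was 1.03, 4.91 and 8.13 in lactotropes 1 to 3. The somatotrope median thus rests on somatotrope 3, and in somatotropes the erythroid test does not decide. Stem and folliculostellate markers, taken up after their values were seen, were lower in somatotrope 1. Their median was -1.54 (quartiles -1.97 and -1.13), while that of all genes was 0.85 (0.1 and 1.56). Their means were 3.74, 5.57 and 5.01 in somatotropes 1 to 3. Dilution alone would raise them in replicate 1, so for these 11 genes this argues against it as the whole cause in somatotropes. A part played by leukocytes stays open, and no biological explanation was tested, since the labels give no difference between replicates.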
